A study of Homo sapiens with 23 samples. Its data were reported in "Cancer hotspot mutations rewire ERK2 specificity by selective exclusion of docking interactions" (2025).

How the data were processed

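Yeast two-hybrid cells carrying a bait plasmid received a plasmid pool of ELK1 with variable D-sites. Per the labels, cultures grown at 30 °C to an OD600 of 1.0 were diluted to an OD600 of 0.1 into 50 mL of selective medium, which lacks leucine, tryptophan and histidine and holds 50 μM 3-AT, or into 50 mL of non-selective medium, which lacks leucine and tryptophan. After each cycle of growth and dilution, 25 mL were kept for DNA extraction. The variable region was amplified with barcoded primers and sequenced as paired reads of 100 bases.

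The deposited table that was analysed is a list of primers. It gives, for each sequencing file, the time point, the growth condition, a short code of that condition, the forward barcode, the reverse index and both primer sequences. It holds text and no measured value. Counts and enrichment scores per D-site were not used here, so neither edgeR nor DESeq2 was run and no depth or counting error is given.

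The 23 entries were joined to the samples by bait, screen number and time point in the sequencing file names, and the time point agreed between list and labels in 18 of 18 screen libraries. Groups were the starting library and each bait at each of 3 time points, with the screen number as replicate. Results specific to 1 of the 2 baits are not reported here. The 5 starting-library entries were not treated as replicates, and the 1 with listed primers counted as 1 library. Lane and sample-sheet numbers were read from the names of the sequencing files. The flow cell was not used here.

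Each forward primer was divided into adapter, random bases, barcode and constant part, and each reverse primer into adapter, index, adapter and constant part. The Hamming distance was computed for every pair of barcodes and for every pair of indices. Its minimum was compared with 100000 seeded random sets of the same number and length with uniform bases, one-sided. Association of barcode and of index with bait, replicate number and time point was measured as Cramér's V, with a two-sided exact permutation p summed over all tables with the observed margins. The starting library was a category of its own for each of these factors. The 6 p-values were adjusted by the Benjamini-Hochberg method and read at 0.05. A primer layout is chosen by an experimenter and not drawn at random, so these p-values describe how unevenly primers are spread and nothing else. The exact calculation was checked against the hypergeometric distribution on 20 tables, all smaller than the tables of barcodes and indices. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used.

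The rule for naming, the tests and the alternatives on distance, random sequences and the starting library were fixed before the data were examined. The rule was to name every primer that differs in its barcode or index if there are 12 or fewer. Alternatives were the edit distance, the barcode or index with 2 bases on each side, random sequences with the base composition of the listed ones, and association without the starting library. Leaving out each replicate number in turn, in both baits, and permuting time points within each screen were chosen after seeing the data. The planned match of the constant primer parts to a gene was not run.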

Results

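Competitive-growth yeast two-hybrid screens were carried out with 2 baits, among them p38α, a mitogen-activated protein kinase (MAPK) that binds partner proteins through short docking sequences. The prey was ELK1, a transcription factor phosphorylated by MAPKs, in which the native docking site (D-site) had been exchanged for a pool of short linear motifs from human proteins. In this format yeast grow without histidine when bait and prey interact, and 3-AT, an inhibitor of a histidine biosynthesis enzyme, raises the interaction strength that growth requires. The question of the design was which D-sites become more abundant under selection. Read counts and enrichment scores per D-site were not analysed here, so no D-site is named as enriched or depleted and the baits are not compared in the D-sites they select. The measurements below are those of the library layout and of the amplification primers.

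The samples comprised 18 screen libraries and 5 entries for the starting plasmid library. Each bait had 9 screen libraries, from 3 independent screens sampled at time points 0, 1 and 2. The 6 libraries of time point 0 were listed as non-selective controls and the 12 libraries of time points 1 and 2 as selective. No non-selective library of time point 1 or 2 was among them. Growth effects that do not depend on the interaction thus have no matched library at those times in this list. The labels describe growth in both media, so this does not show that such cultures were not grown. Barcode and index were given for 19 of the 23 entries, which were all 18 screen libraries and 1 of the 5 starting-library entries. Read totals were not used here, so no depth is given.

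The D-site coding sequence was amplified with 4 forward and 3 reverse primers. Every forward primer carried 8 random bases, a barcode of 5 bases and the constant annealing sequence ggtcgcggatctatgtctcag of 21 bases. The 8 random bases allow 65536 different sequences. Each reverse primer carried an index of 6 bases and the constant annealing sequence gaaggagagcttggctggac of 20 bases. With reads of 100 bases, the forward read has 34 bases of primer sequence before the insert and 66 bases left, which cover 22 codons. The reverse read has 80 bases left after its annealing sequence. The listed barcode was identical to the corresponding part of the forward primer in 19 of 19 libraries, and the listed index was the reverse complement of that in the reverse primer in 19 of 19.

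The forward barcodes were AAGAT, CCAGT, CGATG and GCCAA. The closest pair, CCAGT and CGATG, differed at 3 of 5 positions, and the most distant pairs differed at all 5. Of 100000 random sets of 4 sequences of this length, a share of 0.511 had a smallest distance at least as large (one-sided). The reverse indices were TATAAT, TCATTC and TCCCGA. The closest pair, TCATTC and TCCCGA, differed at 4 of 6 positions, and a share of 0.567 of the random sets of 3 indices reached that distance. The spacing of neither set was therefore larger than that of randomly drawn sequences at the 0.05 threshold. The GC content of the indices was 0% for TATAAT, 33.3% for TCATTC and 66.7% for TCCCGA. For the barcodes it was 20% for AAGAT and 60% for each of the other 3.

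The time points of both baits were marked by different primers. All 6 screen libraries of time point 0 carried the index TATAAT, all 6 of time point 1 carried TCATTC and all 6 of time point 2 carried TCCCGA. Cramér's V between index and time point, with the starting library as a category of its own, was 1 (exact permutation p = 1.29e-07, adjusted p = 7.73e-07, two-sided, 19 libraries). The barcodes CGATG and AAGAT were used at time point 0 in 4 and 2 libraries, and GCCAA and CCAGT at time points 1 and 2 in 8 and 4 libraries. Cramér's V between barcode and time point was 0.596 (exact permutation p = 0.00744, adjusted p = 0.0223). With 1 replicate number left out in turn, V was between 0.595 and 0.624 and the adjusted p, over fewer libraries, between 0.217 and 0.449. These values do not reflect exceptions, since no barcode of a screen library was used both at time point 0 and later. Time points 1 and 2 shared their barcodes, which kept V below 1, at 0.707 over the 18 screen libraries. The change from non-selective to selective medium thus came with a change of both barcode and index. A primer effect on amplification that is equal for all D-sites would leave the share of each D-site in its library unchanged. A D-site-dependent effect of the reverse primer on amplification cannot be told apart from a change between any 2 of the 3 time points. For the forward primer this holds for time point 0 against the later ones, since each screen kept 1 barcode at time points 1 and 2.

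The libraries of both baits were marked in the same way. In each bait 2 screens used the barcode set CGATG and GCCAA and 1 screen used the set AAGAT and CCAGT. In each set the first barcode marked time point 0 and the second marked time points 1 and 2. Cramér's V between barcode and bait was 0 over the 18 screen libraries and 0.279 with the starting library included (exact permutation p = 0.879, adjusted p = 1). For barcode and replicate number, Cramér's V was 0.365 over 19 libraries (exact permutation p = 0.683, adjusted p = 1). This test pools screens of different baits that share only a number, and does not describe single screens, within which the barcode set was fixed. For the index, V was 0.218 with bait and 0.218 with replicate number (both exact permutation p = 1), and both were 0 over the 18 screen libraries. The adjusted values cover the family of 6 tests. The 18 screen libraries used 6 of the 12 possible primer pairs, and counting the lane number with the primer pair gave 15 combinations. The overlap was 3 pairs of libraries of different baits at the same time point, each with the same lane number, barcode and index. A lane number does not name the flow cell, so this does not show that the 2 libraries of a pair were sequenced together. In 1 shared lane an identical barcode and index would not separate their reads, yet each library was listed as its own entry. This argues against a shared lane for these pairs.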

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

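Leave-one-out and block settings were chosen after seeing the data. Of 32 alternative values, 29 stayed on the same side of 0.05, though some of these could not cross it. The exceptions were those for barcode and time point, whose adjusted p of 0.0223 became 0.217 to 0.449 with 1 replicate number left out. Fewer libraries are tested there, and V was 0.595 to 0.624. Without the starting library the adjusted p was 0.00723 and V was 0.707. The index and time point had a V of 1 in every alternative, with adjusted p between 2.1e-06 and 0.000772 (exact permutation). For barcode spacing the share of random sets ranged from 0.439 (edit distance) to 0.992 (2 flanking bases). For the indices it ranged from 0.381 (listed base composition) to 0.99 (2 flanking bases). Flanking bases are constant, or random before the barcode and counted as equal. They add distance to random sets alone, so the share is high by construction. Every screen used all 3 indices, so index against bait or replicate number could not cross 0.05 either. Permuting time points within the 6 screens as replicate blocks, without the starting library, gave adjusted p of 0.037 for barcode and 0.000772 for index. Both came from exact permutation p over 46656 arrangements (0.0123 and 0.000129), adjusted as in the family of 6 tests. Bait and replicate number do not vary within a screen and have no such test, so that family was not made of block tests alone. Alternatives planned for read counts and for matching the constant primer parts were not run. Limits set by depth were not assessed.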

Other observations

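All tests in this part were chosen after the pattern was seen, and no biological explanation was tested for any of the patterns.

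The 5 starting-library entries differed only in a trailing file number. Without that number they had 1 name in common, whereas the 18 screen libraries kept 18 names and all 18 had file number 1. These values restate the pattern and do not test it. Whether the entries are 1 sequencing library split into 5 files or 5 separately prepared libraries cannot be told apart, because only 1 barcode and index pair is listed for them and 4 entries list none.

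Among the 19 libraries with listed primers, 4 pairs shared lane number, barcode and index. The first was the starting library with time point 0 of p38α replicate 1. The other 3 were libraries of different baits at time points 0, 1 and 2, and each of these pairs also shared its sample-sheet number. None of these numbers names the flow cell. In 1 shared lane an identical barcode and index would not separate the reads of a pair, yet each library was listed as its own entry. This argues against a shared lane, although the numbers do not show which run a library came from.

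The short codes of the growth conditions did not match the media when read as amino acids left out or as amino acids present. H, L and W are the usual letters for histidine, leucine and tryptophan, and HLW was given for the non-selective libraries and LW for the selective ones. Read as amino acids left out of the medium, the code was right in 0 of 2 conditions. Read as the amino acids present, it was right in 0 of 2 as well. With codes of the omitted amino acids exchanged between the conditions, it was right in 2 of 2, which restates the mismatch and does not test it. Whether the codes were exchanged stays open, and other readings of the codes were not scored. The libraries are called selective or non-selective here by the wording in the list and not by the codes.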
